A study of Homo sapiens with 22 samples.

How the data were processed

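The series holds 22 samples of KMS27, a human multiple myeloma cell line. RNA sequencing was done in 12 of them, in 2 experiments with separate control libraries. In the first, 3 libraries came from cells given a gapmer (an antisense oligonucleotide that directs RNase H to its target RNA) against the long noncoding RNA NEAT1, and 3 from control cells. In the second, 3 libraries came from cells in which Che-1 was silenced by RNA interference, and 3 from control cells. AATF is the gene symbol of Che-1. The other 10 samples (ChIRP-seq, DRIP-seq and ChIP-seq) are not analysed here. Groups and replicate numbers were taken from the sample titles, and each column of the tables was matched to a sample by its title.

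Per the labels' protocols, total RNA was extracted from equal numbers of viable cells and treated with DNase. The quantification program, the genome build and the annotation are not stated. Per the file headers, the authors deposited 1 expression table per experiment, with 1 value per Ensembl gene and library. These values are treated as a signal: the authors deposited them as normalized TPM (transcript abundance scaled to a fixed total per library), but the columns sum to between 588725 and 647938 in the gapmer table and between 958705 and 1107377 in the Che-1 table. The median ratio of a library to the mean library lies between 0.996 and 1.02, so the values had been rescaled between libraries and are called rescaled TPM below. TPM keep no sequencing depth, so the depth of each library is unknown and no counting interval is given. The analysis had been planned for plain TPM, and the same limma test was kept. The authors also deposited a table of the sleuth Wald test for each experiment, with p-values and q-values. Its effect sizes are on the natural log scale, per the file headers and a comparison with the expression values. The 2 experiments were normalized separately and their tables list different genes: 55482 in the gapmer table and 39293 in the Che-1 table, with 35425 identifiers in both. Each table was therefore fitted alone.

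Gene names came first from the deposited test tables (23361 genes of the gapmer table, 19476 of the Che-1 table), then from a table of Ensembl gene names (20544 and 12312). The other 11577 and 7505 genes are given by identifier. Because the build is not stated, no coordinates are given.

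Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on the mean) on log2(rescaled TPM + 1), for genes with a mean of at least 1 over the 6 libraries of a table. The tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene counted as changed at an adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates the changes of genes with low values. With 3 libraries against 3, an exact permutation test of one gene cannot give a two-sided p below 0.1. Chance alone puts all 3 treated values on one side of all 3 controls in 10% of genes.

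The tests, the alternatives and 4 gene lists (80 interferon-stimulated genes, 31 paraspeckle proteins, 45 R-loop factors and 45 proteins of the small-subunit processome, the ribosome assembly particle in which AATF acts) were fixed before the data were examined. Lists were tested with camera at its preset correlation of 0.01, adjusted over the 8 tests of 4 lists in 2 experiments. The same lists were run with fry and with camera at an estimated correlation. Where several identifiers carried the symbol of a listed gene, the one with the highest mean was used. That rule had not been fixed in advance, and lists with all identifiers kept are among the alternatives. The difference of a list between the experiments was tested by exact permutation of the labels within each table (400 relabellings, smallest p 0.005). Relabelling both tables removes both effects, so where one experiment moved a list and the other hardly did, the p-value cannot decide on the difference, and no conclusion is drawn from it. The correlation of fold changes was compared with that over the 100 pairs of splits of each table's 6 libraries into 3 and 3.

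The genes named were, for each experiment, the 5 largest rises and the 5 largest falls among changed genes whose 3 treated values lay on one side of all 3 controls, the 5 changed interferon-stimulated genes with the largest fold changes, and NEAT1, AATF and MALAT1. NEAT1 and MALAT1 under Che-1 interference, and AATF under the gapmer, are not analysed here. E2F3, CERS6, NQO1, FTH1, HSPA6, ICAM1, CCNG1, SQSTM1, PPP1R15A and FTL were chosen after their values were seen. So were 5 added lists (NRF2 targets, heat shock genes, NF-kB targets, p53 targets and E2F targets), which leave out the genes that prompted them. Lists were also set against 10000 random lists matched on mean expression.

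The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5, median-ratio rescaling, quantile normalization, eBayes without a trend, array weights, a replicate block and leaving out each library. Chosen after seeing the data were the restriction to genes in the deposited tests, identifiers of one symbol summed, and all identifiers of a symbol kept in a list. The scripts were tested on simulated data with the means and spreads of the real genes. With 200 genes changed by 1 or 2 on the log2 scale, 77.5% were recovered among 15096 genes of the gapmer table with 9 false calls. Among 15888 genes of the Che-1 table, 84.5% were recovered with 10 false calls. With no gene changed, 0 genes were called in either. Figures were drawn with matplotlib 3.10.9.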

Results

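RNA levels were compared in KMS27 multiple myeloma cells after NEAT1 was targeted with a gapmer and, in a separate experiment, after Che-1 (gene symbol AATF) was silenced by RNA interference, with 3 libraries per group in each experiment. NEAT1 is the long noncoding RNA around which nuclear paraspeckles assemble. The title of the study names paraspeckles, R-loops (RNA:DNA hybrids with a displaced DNA strand) and interferon, and the comparisons below follow these subjects. Values are rescaled TPM as the authors deposited them, and adjusted p-values come from limma unless another test is named.

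Libraries of one group resembled each other more closely in the Che-1 experiment than in the gapmer experiment. Pearson correlations across genes of log2(rescaled TPM + 1) ranged from 0.979 to 0.984 within groups and from 0.967 to 0.973 between groups in the Che-1 experiment. They ranged from 0.955 to 0.964 within groups and from 0.949 to 0.957 between groups in the gapmer experiment, so that the 2 ranges overlapped. No library pair had to be counted as 1 sample.

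The targeted RNAs were examined first. NEAT1 (ENSG00000245532) had 12.7 ± 0.294 rescaled TPM in the controls (SD, n = 3) and 4.83 ± 1.40 in the gapmer libraries (SD, n = 3), a ratio of 0.381. Its log2 fold change was −1.26 (SE 0.185, adjusted p 0.0281), and all 3 gapmer values (5.42, 3.23 and 5.85) lay below all 3 control values (exact permutation p 0.1, the smallest possible). The adjusted p of NEAT1 ranged from 0.0151 to 0.109 over 16 alternatives, and it passed 0.05 in 9 of them. Leaving out any 1 of the 3 control libraries, or gapmer replicate 1, brought it above 0.05 (highest 0.109, without control replicate 1), while the fold change stayed between −1.39 and −1.05. In the authors' deposited table NEAT1 had an effect of −0.984 on the natural log scale with a q-value of 9.19e-06. MALAT1 (ENSG00000251562), another nuclear noncoding RNA, had 309.8 ± 20.8 rescaled TPM in the controls and 431 ± 59.7 with the gapmer (SD, n = 3). Its log2 fold change of 0.47 did not pass the threshold (adjusted p 0.0764), although the authors' deposited table gave it a q-value of 0.00316. With only genes of mean at least 5 tested, its adjusted p was 0.0467, within a range of 0.0467 to 0.194 over the alternatives.

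AATF (ENSG00000108270) had 121.9 ± 5.04 rescaled TPM in the controls and 25.1 ± 1.76 after Che-1 interference (SD, n = 3), a ratio of 0.206. Its log2 fold change was −2.24 (SE 0.0672, adjusted p 2.66e-05), and it stayed past the threshold in all 16 alternatives, with fold changes between −2.28 and −2.18. RPL30 (ENSG00000156482), which encodes a protein of the large ribosomal subunit, fell further than AATF in the same libraries.

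**Figure D1:**
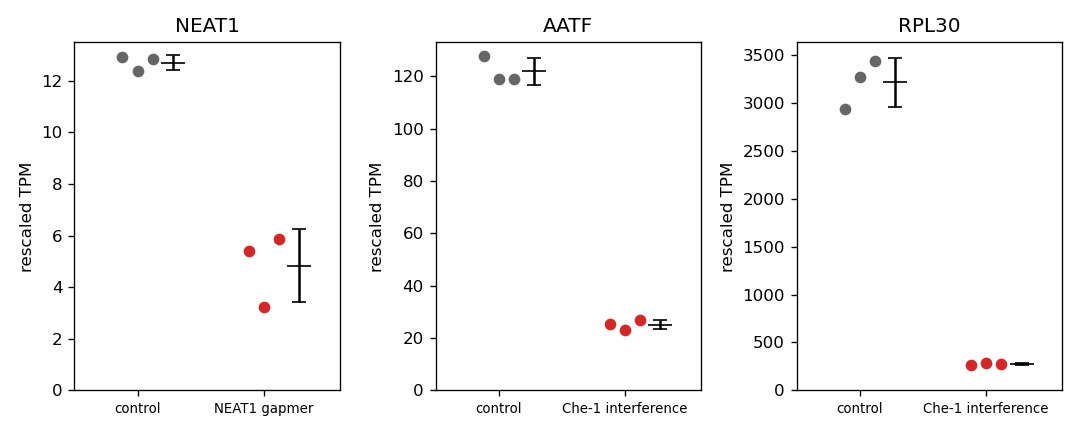
Rescaled TPM (vertical axes, linear, from 0) of NEAT1 in the gapmer experiment and of AATF and RPL30 in the Che-1 experiment. Points are the 3 libraries of each group, and bars give the mean and SD. NEAT1 fell to a ratio of 0.381, AATF to 0.206 and RPL30 to 0.0848 of the control mean.

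The gapmer changed 616 of 15096 genes tested, 326 upwards and 290 downwards, and 61 of these by at least 2-fold. The balance depended on the scaling, with 229 upwards and 284 downwards after median-ratio rescaling and 299 and 328 after quantile normalization. Of the genes tested, 29.4% had all gapmer values on one side of all control values, where chance gives 10%. The count fell when 1 library was left out, which also leaves fewer samples. It was 0 without control replicate 3 (2799 genes at an unadjusted p under 0.05, against 3385 with all 6 libraries), 6 without control replicate 1 or 2, 37 without gapmer replicate 1, 62 without gapmer replicate 2 and 498 without gapmer replicate 3. The authors' deposited table listed 1688 genes at a q-value under 0.05, 1146 upwards and 542 downwards. Of the 1508 of these that were also tested with limma, 100% had the same sign, and 554 were changed in both tests.

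On the scale of log2(rescaled TPM + 1) the gene that rose most was SPRR1A (ENSG00000169474), with 0.932 ± 0.307 rescaled TPM in the controls and 71.3 ± 23.1 with the gapmer (SD, n = 3; log2 fold change 5.18, adjusted p 0.00897). IFIT2 rose by a log2 fold change of 2.50 (adjusted p 0.0133). The other rises and all falls selected by fold change were short RNAs or a gene without a name, and these were listed at 0 in most libraries of one group. A copy of the U6 RNA gene family (ENSG00000199872) was listed at 0 in the 3 controls and at 4.96, 3.90 and 6.16 with the gapmer. Y_RNA genes ENSG00000200209 and ENSG00000200883 were also listed at 0 in the 3 controls. ENSG00000239096 was listed at 8.63, 16.4 and 13.7 in the controls and at 0 in the 3 gapmer libraries, as were another copy of the U6 family (ENSG00000201028), RNA5SP425 and Y_RNA gene ENSG00000202414 at lower control values. Y_RNA gene ENSG00000206816 was listed at 0 in 2 gapmer libraries. None of these 8 short or unnamed genes was in the authors' deposited test, and 733 genes of the table carry the name Y_RNA, so reads could be split among near-identical copies. With 1 library left out, SPRR1A and ENSG00000239096 each lost the threshold in 1 of 6 fits (without control replicate 3), and the other 8 of the 10 genes selected by fold change lost it in 3 to 5 fits each. E2F3 (ENSG00000112242), chosen after its values were seen, had the lowest p-value of the gapmer experiment. It went from 10.9 ± 0.188 to 3.07 ± 0.177 rescaled TPM (SD, n = 3; log2 fold change −1.55, adjusted p 0.00433). It lost the threshold without control replicate 3 (adjusted p 0.0604, within a range of 0.00142 to 0.0768 over the alternatives). CERS6 (ENSG00000172292), chosen in the same way, went from 10.4 ± 0.256 to 4.68 ± 0.388 (log2 fold change −1.01, adjusted p 0.0130). It lost the threshold when any 1 control library was left out (highest adjusted p of these 0.0609, without control replicate 3, within a range of 0.00663 to 0.0768 over the alternatives).

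Che-1 interference changed 4824 of 15888 genes, 2615 upwards and 2209 downwards, of which 257 changed by at least 2-fold (71 upwards and 186 downwards). All treated values lay on one side of all controls in 7313 of the genes tested, where chance gives 10%. The count of changed genes was between 3424 and 4068 when 1 library was left out. The authors' deposited table listed 5124 genes at a q-value under 0.05, 2936 upwards and 2188 downwards. Of the 4953 also tested with limma, 100% had the same sign, and 4382 were changed in both tests.

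On the scale of log2(rescaled TPM + 1) RPL30 showed the largest fall, from 3219 ± 254 to 273 ± 12.7 rescaled TPM (SD, n = 3; log2 fold change −3.55, SE 0.0705, adjusted p 2.65e-06), and its fold change stayed between −3.70 and −3.50 over 16 alternatives. In the gapmer experiment RPL30 had a log2 fold change of 0.02 (adjusted p 0.880). RP11-255N24.1 fell from 14.6 ± 1.56 to 1.22 ± 0.552 and SULT1E1 from 10.7 ± 0.361 to 1.10 ± 0.162 rescaled TPM. GPR78 fell from 3.63 ± 1.36 to 0.0175 ± 0.0181. The order depends on the scale, since by the ratio of means GPR78 (0.00481) fell further than RPL30 (0.0848) and RP11-255N24.1 (0.0833) lay close to it, and the order was the same with a pseudocount of 0.1 (log2 fold changes −4.92 for GPR78, −3.56 for RPL30 and −3.59 for RP11-255N24.1). Among the 5 largest rises of changed genes with all treated values above all controls, HMOX1 (ENSG00000100292) went from 2.20 ± 0.213 to 11.9 ± 1.40 rescaled TPM (SD, n = 3; log2 fold change 2.01, adjusted p 0.000118). The other 4 were low in the controls. GCSHP3, a pseudogene by its name that could share reads with its parent gene, was listed at 0.0643, 0 and 1.86 in the controls and at 6.08, 5.11 and 9.42 after interference. ENSG00000229629 was listed at 0 in the 3 controls and at 5.02, 5.04 and 6.24 after interference, and ENSG00000270982 followed the same pattern. ENSG00000268637 had a value of 7.19 in control replicate 2 and was listed at 0 in the other 2 controls. Its rise (adjusted p 0.0439) lost the threshold in 9 of 15 alternatives, among them 5 of the 6 fits with 1 library left out (adjusted p from 0.000802 to 0.124 over the alternatives).

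The interferon-stimulated genes rose with the gapmer. Of 61 members tested, 46 had positive fold changes, with a mean log2 fold change of 0.30 and a median of 0.13 (camera, adjusted p 2.2e-06 over 8 tests). Past the threshold over all genes, 12 members rose and 0 fell, with 16 upwards and 1 downwards adjusted over the list alone. IFIT2, IFIT3, DDX60, RSAD2 and IFIT1 changed most, with log2 fold changes of 2.50, 2.05, 1.49, 1.33 and 1.26 and adjusted p-values between 0.00897 and 0.0434. These calls were not stable when 1 library was left out. Such fits do not separate the influence of a library from the loss of a sample. With 1 library left out, DDX60 lost the threshold in 6 of 6 fits, RSAD2 in 5 of 6, IFIT2 in 4 of 6, IFIT3 in 1 of 6 and IFIT1 in 3 of the 4 fits in which it was tested. Without control replicate 3, 0 members passed the threshold (adjusted p 0.0609 for IFIT2 and IFIT3), and 7 did without gapmer replicate 3, while the mean of the list stayed between 0.26 and 0.31 and past the threshold of camera in all 6 fits. Their control levels were low, between 0.289 rescaled TPM for IFIT1 and 1.41 for IFIT3. After Che-1 interference the list had a mean log2 fold change of 0.01 over 70 members (camera, adjusted p 0.704), with 15 members changed upwards and 10 downwards over all genes, and 15 and 11 adjusted over the list alone. LGALS3BP, BST2, GBP1 and STAT2 fell by log2 fold changes of −1.14, −1.02, −0.89 and −0.87, and PARP12 rose by 0.89, with adjusted p-values between 0.000170 and 0.00696. The direction of this mean was not stable, since it was −0.02 with no filter on low values (adjusted p 0.677, range 0.169 to 0.918 over the alternatives). The difference between the experiments, over the 61 members tested in both, was −0.28 (Che-1 minus gapmer, exact permutation p 0.09, adjusted p 0.18 over the 4 lists). This test decides neither for nor against a difference. All 36 of the 400 relabellings that gave as large a value held the real split of the gapmer libraries or its mirror, which 40 relabellings do, so the p-value follows where the Che-1 mean, near 0, falls among its own splits. The same holds for the value of −0.30 with no filter on low values (exact permutation p 0.015, range 0.015 to 0.219 over the alternatives). Library means of the list, relative to the control mean, argue against an equal rise in both experiments. In the gapmer experiment (61 members) the 3 controls lay between −0.0255 and 0.0362 and the 3 treated libraries between 0.2802 and 0.3247. In the Che-1 experiment (70 members) all 6 libraries lay between −0.0157 and 0.0232. No cause of this difference was tested, and the experiments had no control library in common.

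**Figure D2:**
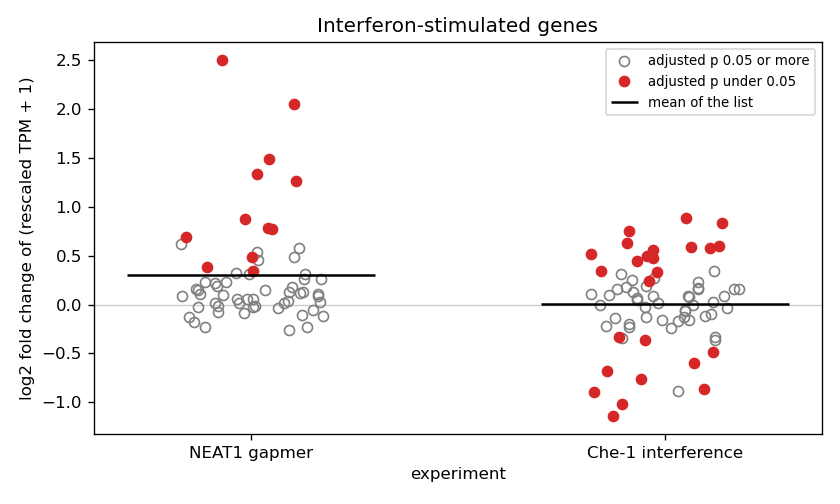
Log2 fold change of (rescaled TPM + 1), vertical axis, for each interferon-stimulated gene tested in the gapmer experiment (61 genes) and in the Che-1 experiment (70 genes). Filled points have a limma adjusted p under 0.05 over all genes, and the bars mark the mean of the list, 0.30 and 0.01. Points are spread sideways at random for visibility.

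RNA levels of genes for proteins of the small-subunit processome rose in both experiments. Lists named for proteins or factors give RNA levels throughout. With the gapmer the mean log2 fold change was 0.16 over 40 members, of which 38 were positive (camera, adjusted p 9.52e-08), and 4 rose past the threshold (16 adjusted over the list alone). After Che-1 interference it was 0.34 over 41 members, AATF included, of which 37 were positive (camera, adjusted p 1.12e-09), with 28 up and 1 down (32 and 2 adjusted over the list alone). The difference between the experiments over the 40 members shared was 0.25 (exact permutation p 0.165). All 40 relabellings that held the real split of the Che-1 libraries or its mirror gave as much, so this test could not pass the threshold. R-loop factors had a mean log2 fold change of 0.11 after Che-1 interference over 44 members, of which 32 were positive (camera, adjusted p 0.0329), with 10 up and 0 down (8 and 0 adjusted over the list alone). This call was lost in 5 of 17 alternatives, among them leaving out control replicate 3 (adjusted p 0.0657, range 0.00174 to 0.305 over the alternatives). With the gapmer their mean was 0.01 (adjusted p 0.704), with 3 up and 3 down (7 and 3 adjusted over the list alone), and the difference between the experiments was 0.11 (exact permutation p 0.065). All 26 relabellings that gave as much held the real split of the Che-1 libraries or its mirror, so that this test does not decide either. Paraspeckle proteins had mean log2 fold changes of 0.02 with the gapmer (adjusted p 0.807) and 0.01 after Che-1 interference (adjusted p 0.948). In the first, 1 rose and 0 fell (0 and 0 adjusted over the list alone), and in the second 3 rose and 3 fell (3 and 2 adjusted over the list alone). All 4 calls of camera at its preset correlation were also made by fry (highest adjusted p 0.00295). With an estimated correlation, the one that held was that of the interferon list under the gapmer (adjusted p 0.0498), while the small-subunit processome had adjusted p-values of 0.0682 and 0.0917 and the R-loop factors 0.178.

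Fold changes of the 2 experiments were weakly related across the 11619 genes tested in both, with a Pearson r of 0.157 and a Spearman rho of 0.190. Genes are not independent replicates, and the median of the absolute r over the other pairs of splits was 0.0552. Of the 100 pairs of splits, 2 gave an absolute r as large, the real pair included. Over 22 alternatives r ranged from 0.0970, with a pseudocount of 0.1, to 0.235, with a mean of at least 5. A share of 0.08 of the relabellings gave as much in the first and of 0.02 in the second. The experiments had no control library in common. Both experiments changed 312 genes, 123 upwards in both and 106 downwards in both, where independence gives 59.2 and 43.5. Another 44 rose with the gapmer and fell after Che-1 interference, and 39 did the opposite, where independence gives 47.7 and 53.9. Fisher's exact test across genes gave p-values of 7.77e-18 for the shared rises and 1.53e-20 for the shared falls. The 229 genes that changed in the same direction became 0 without control replicate 3 of the gapmer experiment.

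**Figure D3:**
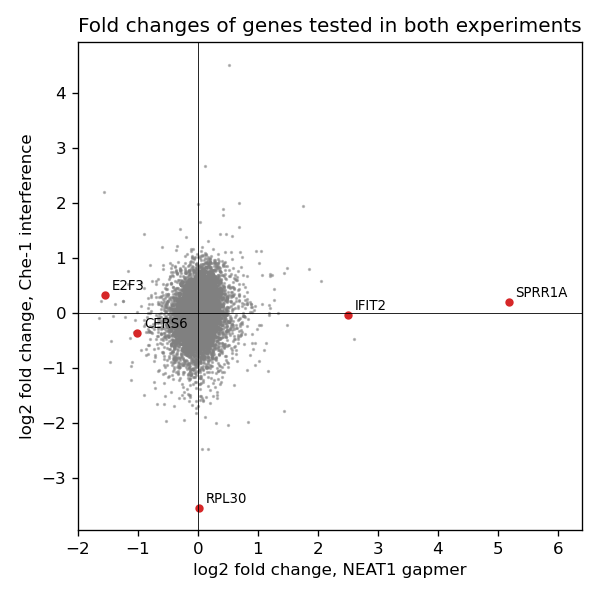
Log2 fold changes of (rescaled TPM + 1) with the NEAT1 gapmer (horizontal axis) and after Che-1 interference (vertical axis) for the 11619 genes tested in both experiments, 1 point per gene. Genes discussed in the text are labelled in red. RPL30 moved in the Che-1 experiment alone, and SPRR1A and IFIT2 lay far to the right, with Che-1 log2 fold changes of 0.20 and −0.04.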

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

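The tests on E2F3 were chosen after its values were seen. E2F3 moved in opposite directions in the 2 experiments, with every library on its side. Its log2 fold change was −1.55 with the gapmer (limma adjusted p 0.00433) and 0.32 after Che-1 interference (limma adjusted p 0.00753), a difference of 1.87. The difference itself was not tested. Such a pattern was not rare, since 732 of 11619 genes (6.3%) were separated in opposite directions and 1602 (13.8%) in the same direction, where chance gives 0.5% for each kind. E2F3 was the one such gene among 24 named genes tested in both tables. Scaling between libraries is argued against as the whole cause, because the gapmer fold change was −1.56 under median-ratio rescaling and −1.54 under quantile normalization. The Che-1 fold change stayed between 0.30 and 0.35 over 16 alternatives. A fall of E2F activity could be expected to lower E2F targets together. The median of 28 listed E2F targets under the gapmer was −0.03, at percentile 6.87 among 10000 random lists matched on mean expression, with 21 of the 28 lower and 1 past the threshold downwards. That percentile lies inside the middle 95% of random lists, while camera at its preset correlation put the same list past the threshold (adjusted p 0.0408 over the 5 added lists), in the direction of a fall. The 2 tests do not decide together, and a small fall of E2F targets under the gapmer stays open. Direct action of the gapmer on the E2F3 transcript was not tested, as the sequence of the gapmer was not used here, and a response to the loss of NEAT1 stays open too.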

How the results depend on the processing

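AATF and RPL30 after Che-1 interference kept their direction and stayed past the threshold in all 16 alternatives, as did the interferon list under the gapmer (mean log2 fold change 0.24 to 0.43) and the small-subunit processome under the gapmer (0.14 to 0.17) and after Che-1 interference (0.30 to 0.37) in 17. Of these 17, eBayes without a trend could not change any list call. The camera test does not use that setting, and its values equalled the main ones. With the gapmer more genes fell than rose under either scaling alternative, 229 up and 284 down with median-ratio rescaling and 299 up and 328 down with quantile normalization. No scaling moved the median fold change of all genes by more than 0.1. The list calls above used camera at its preset correlation. At an estimated correlation the small-subunit processome lost the threshold in both experiments (adjusted p 0.0682 with the gapmer and 0.0917 after Che-1 interference). The interferon list under the gapmer kept it (adjusted p 0.0498). These losses cannot be credited to correlation alone, since the p-value of the interferon list rose although its estimated correlation lay below the preset one. Transcript-level features were not run, since the tables list genes. NEAT1 under Che-1 interference and AATF under the gapmer gave no value to vary. For results below that changed, the cause was not tested unless one is given.

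With no filter on low values, where more genes are tested, the gapmer changed 270 genes, NEAT1 had a log2 fold change of −1.26 with adjusted p 0.0671 and 71 genes changed in the same direction in both experiments. The interferon list after Che-1 interference turned to −0.0169 (adjusted p 0.677, range 0.169 to 0.918), and its difference between the experiments was −0.30 (exact permutation p 0.015, range 0.015 to 0.219). That p-value follows the place of the Che-1 mean among its own splits and is no evidence of a difference. With a pseudocount of 0.1 that list was at −0.00841 (adjusted p 0.722, same range), and the correlation between the experiments fell to 0.0970, with a share of 0.08 of the relabellings giving as much (range 0.01 to 0.08). It was highest, 0.235, with a mean of at least 5. With eBayes without a trend, the gapmer changed 238 genes, NEAT1 had a fold change of −1.26 (adjusted p 0.0515, range 0.0151 to 0.109) and 73 genes changed in the same direction in both experiments. R-loop factors after Che-1 interference lost the threshold with a mean of at least 5, at 0.11 (adjusted p 0.161), and under quantile normalization, at 0.0782 (adjusted p 0.305, range 0.00174 to 0.305). R-loop factors under the gapmer turned negative under median-ratio rescaling (−0.00848) and with array weights (−0.000534), and paraspeckle proteins after Che-1 interference under quantile normalization (−0.0488). Neither of these lists passed the threshold in any alternative. Requiring at least 2-fold left 61 genes for the gapmer and 257 for Che-1 interference, by construction. The authors' deposited table listed 1688 genes for the gapmer.

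With the replicate number as a block, the gapmer changed 0 genes (3049 at an unadjusted p under 0.05), NEAT1 had a fold change of −1.26 with adjusted p 0.106, and 0 genes changed in the same direction in both experiments. Che-1 interference changed 4316. The numbers did not meet the criterion for pairing, a correlation of deviations over 0.1 in every pair. Deviations of same-numbered libraries correlated at −0.00368, −0.0210 and −0.00701 in the gapmer experiment and at 0.170, 0.0191 and 0.0692 in the Che-1 experiment, where all 3 were positive, so some order shared by the numbers is not excluded there. The block spends residual degrees of freedom and changed none of the 8 list calls. The share for the correlation between the experiments could not fall under 0.05 with the block, where the smallest share relabelling can give is 0.0625.

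Leaving out one library moved the gapmer count from 0 to 498 genes across 6 fits, NEAT1 from −1.39 to −1.05 and the genes changed in the same direction in both experiments (229 with all libraries) from 0 to 214 across 12 fits, with fewer samples in each. R-loop factors after Che-1 interference ranged from 0.10 to 0.13 (above the threshold without control replicate 2 or 3 or treated replicate 3). R-loop factors under the gapmer ranged from −0.0119 to 0.0225 (negative without gapmer replicate 3). After Che-1 interference, the interferon list ranged from −0.00140 (without control replicate 3) to 0.0181 and paraspeckle proteins from −0.0181 (without treated replicate 3) to 0.0252. Members of the interferon list past the threshold upwards under the gapmer, 12 with all libraries, numbered from 0 to 7 in these fits. Among single named genes, 111 values became weaker and 1 stronger over all alternatives, while 575 stayed on their side.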

Other observations

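Of the tests below, those on the overall share of genes outside the deposited test and on the correlation between experiments were specified after the values had been seen, and the added lists were chosen because of genes seen in the tables.

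For the gapmer, 1 of the 10 splits of the 6 libraries, the real one, gave as many changed genes, and the other 9 gave 0 to 15 (425 to 579 genes at an unadjusted p under 0.05). For Che-1 interference 1 of the 10 splits gave as many, and the other 9 gave 0 to 2 (280 to 526 genes at an unadjusted p under 0.05). For the lists, 1 of 10 splits gave a mean as far from 0 for the interferon list under the gapmer, for the small-subunit processome in either experiment and for R-loop factors after Che-1 interference. The number was 2 for paraspeckle proteins and 8 for R-loop factors under the gapmer, and 6 for the interferon list and 9 for paraspeckle proteins after Che-1 interference. With 10 splits, the share is never under 0.1, so these counts cannot exclude chance. Over the 100 pairs of splits, 2 gave an absolute correlation between the experiments as large as the real 0.157, and the other of these reached −0.162. That other pair held the real split of neither table. This share does not test whether 2 real effects are related, since the other pairs remove 1 effect or both. For genes changed in the same direction in both experiments, 1 of the 100 pairs, the real one, gave as many, and the highest of the others was 1 gene. This comparison cannot decide whether changes are shared. The other splits changed at most 15 and 2 genes, so they could hardly overlap. In the real pair independence alone gives 59.2 shared rises and 43.5 shared falls.

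RPL30 after Che-1 interference fell more than AATF itself. A general fall of ribosomal protein genes is not what the tables show, since the median log2 fold change of the 84 others was 0.02, with a lowest value of −1.05. Reads assigned to pseudogenes of RPL30 are argued against as well: the features named as such changed by −0.00609% of what RPL30 lost. What stays open, and was not tested, is whether the interfering RNA or its delivery acted on RPL30 directly, since its sequence was not used here, or whether RPL30 may respond to the loss of Che-1.

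Of the 61 gapmer changes of at least 2-fold, 25 (40.98%) were in genes outside the deposited test, against 8.93% of the genes tested. Counting noise in short or low features could therefore account for part of the largest fold changes. Genes outside the deposited test do not account for the count of changed genes as a whole, of which 4.22% lay outside it. Counting noise in the other changed genes was not tested, since the depth of the libraries is unknown.

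The rise of the interferon list under the gapmer was not explained by the expression level of its members, since the median lay at percentile 99.99 among 10000 random lists matched on mean expression. It was not limited to the members past the threshold either, since the median of the other 49 was 0.09, at percentile 98.2, with 34 of the 49 higher. The design cannot separate the loss of NEAT1 from a response of the cells to the oligonucleotide, and a possible explanation of either kind stays open. The small-subunit processome lay at percentile 100 of matched lists in either experiment. R-loop factors after Che-1 interference lay at percentile 84.4, so that expression level could account for their rise.

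HMOX1, NQO1 and FTH1 rose after Che-1 interference by log2 fold changes of 2.01, 1.90 and 1.41, and HSPA6 and ICAM1 by 1.94 and 1.78, while CCNG1 fell by 1.61. A hypothesis is that the targets of one regulator moved together. The other NRF2 targets had a median log2 fold change of 0.29 over 24 genes, at percentile 99.9 of matched lists, with 12 up and 1 down (camera, adjusted p 0.00574 over the 5 added lists), which is consistent with a shared NRF2 response. Heat shock genes had a median of 0.23 over 14 genes, with 7 up and 1 down. Their percentile of 95.2 lies inside the middle 95% of matched lists, while camera put them past the threshold (adjusted p 0.0382). The 2 tests do not decide together, and a shared rise of heat shock genes stays open. NF-kB targets had a median of 0.20 over 14 genes, with 5 up and 3 down, at percentile 96.2, also inside the middle 95%, and did not pass the threshold of camera (adjusted p 0.117). The p53 targets had a median of −0.05 over 20 genes at percentile 23.7 (adjusted p 0.721), with 3 up and 5 down. The E2F targets under the gapmer had an adjusted p of 0.0408. These rises were not limited to Che-1 interference. HSPA6 also rose with the gapmer (log2 fold change 1.75, limma adjusted p 0.0130), as did SQSTM1, PPP1R15A and FTL, with log2 fold changes of 1.05, 1.01 and 0.42 with the gapmer and 1.12, 0.90 and 0.89 after Che-1 interference. When 1 library was left out, these gapmer calls were lost in 3 of 6 fits for HSPA6 and SQSTM1 and in 5 of 6 for PPP1R15A and FTL (highest adjusted p 0.0609 for HSPA6 and 0.113 for FTL), and the Che-1 calls in 0 of 6. HMOX1, FTH1, NQO1 and ICAM1 had log2 fold changes of 0.69, 0.57, 0.43 and 0.42 with the gapmer and did not pass the threshold there. RPL30 did not fall with the gapmer (0.02), so the rise of HSPA6 in that experiment came without it. HSPA6, SQSTM1, PPP1R15A and FTL were chosen after their values were seen. Over all genes, 123 rose in both experiments, while 44 rose with the gapmer and fell after Che-1 interference. Among the 123 were HSP90AA1 (log2 fold changes 0.46 with the gapmer and 0.36 after Che-1 interference) and DNAJB6 (0.33 and 0.37). HSPA4 (0.22 and 0.39) and AHSA1 (0.18 and 0.26) also rose in both. Among the 44 were BAG3 (log2 fold changes 0.35 and −0.44) and HSPA5 (0.30 and −0.29). These genes too were chosen after their values were seen. The NRF2 and heat shock lists were tested after Che-1 interference only. A response to nucleic acid delivery, which both experiments may share, and separate responses to each target stay open.

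CTD-2328D6.1, AC010970.2 and RP11-87N24.3 varied widely between libraries of one group, and no explanation was tested. The first 2 rose from replicate 1 to 3 in both groups of the Che-1 experiment, in the same order. CTD-2328D6.1 (ENSG00000226958) had 2266, 17971 and 26245 rescaled TPM in Che-1 control replicates 1 to 3 and 2725, 24403 and 64156 after interference, and AC010970.2 (ENSG00000225840) had 1016, 5294 and 8719 and then 988, 9118 and 23918. In the gapmer table RP11-87N24.3 (ENSG00000232035) had 281, 4232 and 255 in the controls and 5245, 147 and 20304 with the gapmer. The 10 genes with the highest values took 9.31% to 16.5% of the column sums in the Che-1 table, highest in treated replicate 3, and 28.8% to 33.6% in the gapmer table.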
